# *let-7e* downregulation characterizes early phase colonic adenoma in APC^Min/+^ mice and human FAP subjects

**DOI:** 10.1371/journal.pone.0249238

**Published:** 2021-04-26

**Authors:** Annalisa Contursi, Maria Arconzo, Marica Cariello, Marilidia Piglionica, Simona D’Amore, Michele Vacca, Giusi Graziano, Raffaella Maria Gadaleta, Rosa Valanzano, Renato Mariani-Costantini, Gaetano Villani, Antonio Moschetta, Elena Piccinin

## Abstract

The crypt-villus axis represents the essential unit of the small intestine, which integrity and functions are fundamental to assure tissue and whole-body homeostasis. Disruption of pathways regulating the fine balance between proliferation and differentiation results in diseases development. Nowadays, it is well established that microRNAs (miRNAs) play a crucial role in the homeostasis maintenance and perturbation of their levels may promote tumor development. Here, by using microarray technology, we analysed the miRNAs differentially expressed between the crypt and the villus in mice ileum. The emerged miRNAs were further validated by Real Time qPCR in mouse model (Apc^Min/+^), human cell lines and human tissue samples (FAP) of colorectal cancer (CRC). Our results indicated that miRNAs more expressed in the villi compartment are negatively regulated in tumor specimens, thus suggesting a close association between these microRNAs and the differentiation process. Particularly, from our analysis *let-7e* appeared to be a promising target for possible future therapies and a valuable marker for tumor staging, being upregulated in differentiated cells and downregulated in early-stage colonic adenoma samples.

## 1. Introduction

The epithelium of small intestine is organized into simple repetition of crypt-villus units. This architecture is designed to maximize the absorptive capacity, with digitiform protrusions (villi) surrounded by epithelial invaginations (crypt of Lieberkühn), where proliferative stem cells reside. Stem cells guarantee the rapid self-renewal of the entire intestinal epithelium, thus promoting the maintenance of the intestinal barrier as well as absorptive and defensive functions [1]. Within 5 days, stem cells migrate from the bottom of the crypt along the villus in a dynamic process of progressive differentiation. Once reached the top of the villi, cells undergo apoptosis, and are shed into the intestinal lumen [1,2]. The fine interplay between proliferation and differentiation is under the control of several important pathways, such as Wnt, Notch and Hedgehog signalling pathways [3–6]. The perturbation of the fine balance between proliferation and differentiation can lead to hyperproliferation and ultimately tumor growth.

Since today, different factors that control cell fate and development have been identified [7,8]. Among them, microRNAs have emerged as post-transcriptional regulators of gene expression, which balance is fundamental to maintain intestinal homeostasis.

MicroRNAs (miRNAs) are 19–25 nucleotides long single-stranded non coding RNA molecules, which function is to modulate target mRNA translation and stability [9]. Since their discovery, it has emerged that more than one-third of the human genes are regulated by miRNAs [10]. Indeed, they control a large plethora of physiological processes aimed to maintain organism homeostasis, and involving development, differentiation, metabolism, as well as cell cycle growth and death [11]. MicroRNAs expression is tissue specific and developmentally regulated, thus alteration of their levels is closely associated to diseases, including cancer [12–14]. The rapid advancement of high-throughput techniques has facilitated the identification of microRNAs whose expression is altered in several type of cancers or different between primary tumor and metastasis [15–19].

In the gut, microRNAs expression is essential for maintaining intestinal homeostasis. Indeed, in mice the intestinal ablation of *Dicer 1*, which catalyses a committed step in miRNA biosynthesis, caused a compromised integrity of the intestinal barrier, resulting in inflammation with lymphocytes and neutrophils infiltration [20]. Moreover, intestinal H^+^-coupled oligo-peptide transporter (*PepT1*)-knockout mice displayed an altered distribution of miRNAs along the crypt-villus axis, with consequent changes in the miRNA profiles of both villi and crypts. This results in shorten intestinal microvilli and reduced body weight [21].

Here, by using a miRNAs microarray approach, we reported miRNAs differentially regulated along the crypt-villus axis in mice. Candidate miRNAs showing human sequence homology were subsequently validated in the colon carcinoma HT29 and Caco2 cell line. Then, we assessed the expression of miRNAs in Apc^Min/+^ mice, a mouse model of spontaneous colon cancer, as well as in FAP patients (tumor vs. normal mucosa). Overall, our data highlighted novel candidate biomarkers of enterocyte differentiation and proliferation, together with putative targets responsible for early-stage adenomas.

## 2. Materials and methods

### 2.1 Animals

All the experiments presented in this study were carried out in C57BL/6J mice and Apc^Min/+^ male mice (Jackson Laboratory). For crypt-villus experiments, mice were sacrificed at 4 months of age. For CRC experiments, mice were sacrificed at 6 months of age. All mice were housed with a standard diet provided *ad libitum* and examined daily. The Ethical Committee of the University of Bari approved this experimental set-up, which also was certified by the Italian Ministry of Health in accordance with internationally accepted guidelines for animal care.

### 2.2 Isolation of the murine epithelium from the crypt to villus region

After sacrifice, the ileum was removed from each mouse, flushed with cold saline solution, and longitudinally cut. The epithelium from the crypt-villus axis was isolated following a modified Weiser method. Briefly, ileum was cut longitudinally and transferred into Hank’s balanced salt solution with 0.5mM-DTT to remove the luminal content (mucus and faeces). Then, ileum was transferred into 30 ml of Chelating Buffer (Na2PO4 5mM, NaCl 96mm, Na Citrate 27mM, KH2PO4 8mM, KCl 1.5 mm, D-Sorbitol 55mM, Sucrose 44mM, DTT 0.5 mM), and incubated at 4°C with constant stirring for 20 minutes. Supernatant was collected and called “V0 fraction”. Intestinal fragment was transferred into a falcon (50 ml) with 15 ml of Chelating buffer and gently shaken by hand (30 inversions). Supernatant was collected twice for each fraction (V1, V2, V3 and C1). All collected fractions were centrifuged at 1000g and the resultant pellets were immediately processed for RNA extraction.

### 2.3 Familial adenomatous polyposis patients

We received tissue samples of Familial Adenomatous Polyposis (FAP) patients (tumours and normal intestinal mucosa) from Dr. R. Valanzano (University of Florence, Florence, Italy) and Dr. R. Mariani-Costantini (University of Chieti-Pescara, Chieti, Italy). Unrelated Italian patients with FAP were recruited for the study after approval by the Ethical Committee of the University “G. D’Annunzio” of Chieti. Written informed consent was obtained from each patient. All the patients presented with a clinical diagnosis of FAP with histo-morphologic confirmation of colonic adenomas and with a characterized germline mutation in the APC gene.

### 2.4 Cell line and differentiation

The colon carcinoma HT29 (ATCC® HTB-38™) and Caco2 (ATCC® HTB-37™) cell lines were both purchased from American Type Culture Collection. HT29 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Thermo Fisher Scientific, Massachusetts, USA) supplemented with 10% fetal bovine serum (FBS, Thermo Fisher Scientific, Massachusetts, USA) and 1% Penicillin-Streptomycin (Thermo Fisher Scientific, Massachusetts, USA). Caco2 cells were maintained in Minimum Essential Medium Eagle (MEM, Sigma-Aldrich, Missouri, USA) supplemented with 20% FBS, 1% Penicillin-Streptomicin and L-Glutamine. HT29 and Caco2 differentiation was achieved by spontaneous post-confluence growth arrest. Briefly, 5x10^4^ cells *per well* were seeded in a 6 multi-well plate. Cells were harvested at day 3 (pre-confluence), day 7 (confluence), day 14 (post-confluence) after seeding and processed for RNA extraction. Each single experiment was conducted in triplicate. Results are expressed as mean of 3 independent experiments.

### 2.5 RNA extraction

Total RNA was isolated by Qiazol reagent (Qiagen, Hilden, Germany) following the manufacture’s instruction. To avoid possible DNA contaminations, RNA was treated with DNAase I (Thermo Fisher Scientific, Massachusetts, USA). RNA purity and concentration were checked by spectrophotometer, while the RNA integrity was assessed by Bio-RadExperion™ (Bio-Rad, Hercules, CA). Only samples with Relative Quality Index (RQI) N8 were used for microarray analysis. Samples were stored in aliquot at −80°C prior to use.

### 2.6 Microarray analysis of miRNA expression profile

Microarray miRNA expression analysis was performed on RNA extracted from the different fractions of ileum of wild type mice. Whole RNA (400 ng) was studied using the Illumina Universal MicroRNA Expression Profiling. The bead chips were read on the Illumina iScan System microarray platform (Illumina, San Diego, CA, USA). Upon the manufacturer instructions, data were processed using the Illumina Genome Studio Software through specific algorithms of filtration and cleaning of the signal. All the items with detection p-value >0.01 were excluded. Data were normalized together with the quantile method. Background was not subtracted. Final output consisted of normalized fluorescence intensity of each probe (AVG signal), representing the expression levels of each miRNA. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE165991 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165991).

### 2.7 Quantitative real-time Polymerase Chain Reaction (RTqPCR) for miRNAs

For miRNA expression analysis, reverse transcription of 10 ng of RNA was performed using TaqMan microRNA Reverse Transcription Kit (Thermo Fisher Scientific, Massachusetts, USA), following the manufacturer instructions. Real Time qPCR assays were performed in 96-well optical reaction plates using a Quantum5 machine (Thermo Fisher Scientific, Massachusetts, USA). qPCR assays were conducted in triplicate wells for each sample, using pre-validated TaqMan Assays and TaqMan Universal Master Mix (Thermo Fisher Scientific, Massachusetts, USA), according to the manufacturer instructions. sno202, U6snRNA and RNU44 were used as internal controls. Relative quantification was carried out using the ΔΔCT method. For mRNA expression analysis, complementary DNA (cDNA) was synthesized by retro-transcribing total RNA using the High-Capacity DNA Kit (Thermo Fisher Scientific), following the manufacturer’s instruction. qPCR assays were conducted in triplicate wells for each sample, using validated primers (Table 1) and intercalated dye (Power Sybr Green, Thermo Fisher Scientific). Cyclophilin A was used as an internal control for mouse studies, whereas Cyclophilin B was used as an internal control for human studies. Relative quantification was performed using the ΔΔCT method.

**Table 1:** List of validated primers used.

Gene	FW	RV	Organism
Cyclophilin B	GGCCAACGATAAGAAGAAGGG	ACAAAATTATCCACTGTTTTTGGAACA	Mus Musculus
Cyclin D1	CATCCATGCGGAAAATCGT	TCTACGCACTTCTGCTCCTCA	Mus Musculus
c-Myc	TGTATGTGGAGCGGTTTCTCA	CTGGTAGGAGGCCAGCTTCT	Mus Musculus
I-Fabp	GGTGACAACTTTCAAAGGCATAAA	TGTCGCCCAATGTCATGGTA	Mus Musculus
Klf4	CAGACCAGATGCAGTCACAAGTC	TGGGCTCCTCTGGCAGG	Mus Musculus
p21	GAACATCTCAGGGCCGAAAA	CAATCTGCGCTTGGAGTGATAG	Mus Musculus
Cyclophilin A	TTTCATCTGCACTGCCAAGA	TTGCAAAACACCACATGCT	Homo Sapiens
Cyclin D1	CGTGGCCTCTAAGATGAAGGA	CGGTGTAGATGCACAGCTTCT	Homo Sapiens
c-Myc	CCACCACCAGCAGCGACT	CAGAAACAACATCGATTTCTTCCTC	Homo Sapiens
I-Fabp	CGGAAATCGTGCAGAATGG	TTTGGACCCAGCGGTGAT	Homo Sapiens
Klf4	AGATGCAGCCGCAAGTCC	TCCTCTGGCATGCAGGAAC	Homo Sapiens
p21	GAAAACGGCGGCAGACC	CAGCCGGCGTTTGGAGT	Homo Sapiens

### 2.8 Datasets

In the present study, publicly available microRNA expression profiles were obtained from Gene Expression Omnibus (GEO Accession Number: GSE73487; GSE83924; GSE115513), where fresh frozen or FFPE colonic biopsy tissues (normal mucosa, adenoma and colorectal carcinoma) were collected from patients undergoing colonoscopy.

### 2.9 Statistical analysis

Microarray data were processed through specific algorithms of filtration and cleaning of the signal of the Illumina Genome Studio Software. Final output consisted of fluorescence intensity of each probe (AVG signal), representing the expression levels of each gene. “Differential Expression Analysis” with the “Illumina-custom error model” and with/without False Discovery Rate to adjust the p-value was used to select all the genes differentially expressed between the different intestinal fractions.

RTqPCR results are expressed as mean ± SEM as indicated in the figure legends. Statistical significance was determined by the paired Mann Whitney test or ANOVA analysis of variance (Kruskal-Wallis) with Dunn’s post hoc test. p-values (p<0.05, p<0.01, p<0.001) are considered significant. All statistical calculations were performed with GraphPad 5.00 for Windows software (GraphPad Software, San Diego California USA).

## 3. Results

### 3.1 Differential expression of microRNA in the crypt-villus axis in mice

To characterize the miRNAs signature along the crypt-villus axis, we firstly isolated the different fractions of the intestinal epithelium, from the V0 fraction, corresponding to the fully differentiated enterocytes at the top of the villus, to the C1 fraction, equivalent to the enterocytes in the proliferative crypt compartment (Fig 1A). Then, we validated the fractions obtained by studying the expression levels of well-studied enterocytes differentiation and proliferation markers, namely Intestinal-type fatty acid binding protein *(I-Fabp)*, Cyclin D1 *(Ccnd1)¸ c-Myc*, Kruppel-like factor 4 *(Klf4)*, and *p21*. As expected, the expression of the differentiation markers *I-Fabp* and *Ccnd1* increased moving along the crypt-villus axis, displaying the highest levels in V0 fraction. On the contrary, the proliferation markers *c-Myc*, *Klf4* and *p21* showed the opposite expression pattern, displaying the highest expression in C1 fraction (Fig 1B). Thus, our results are in line with previous data reporting a progressive differentiation of enterocytes along the crypt-villus axis.

**Fig 1:**
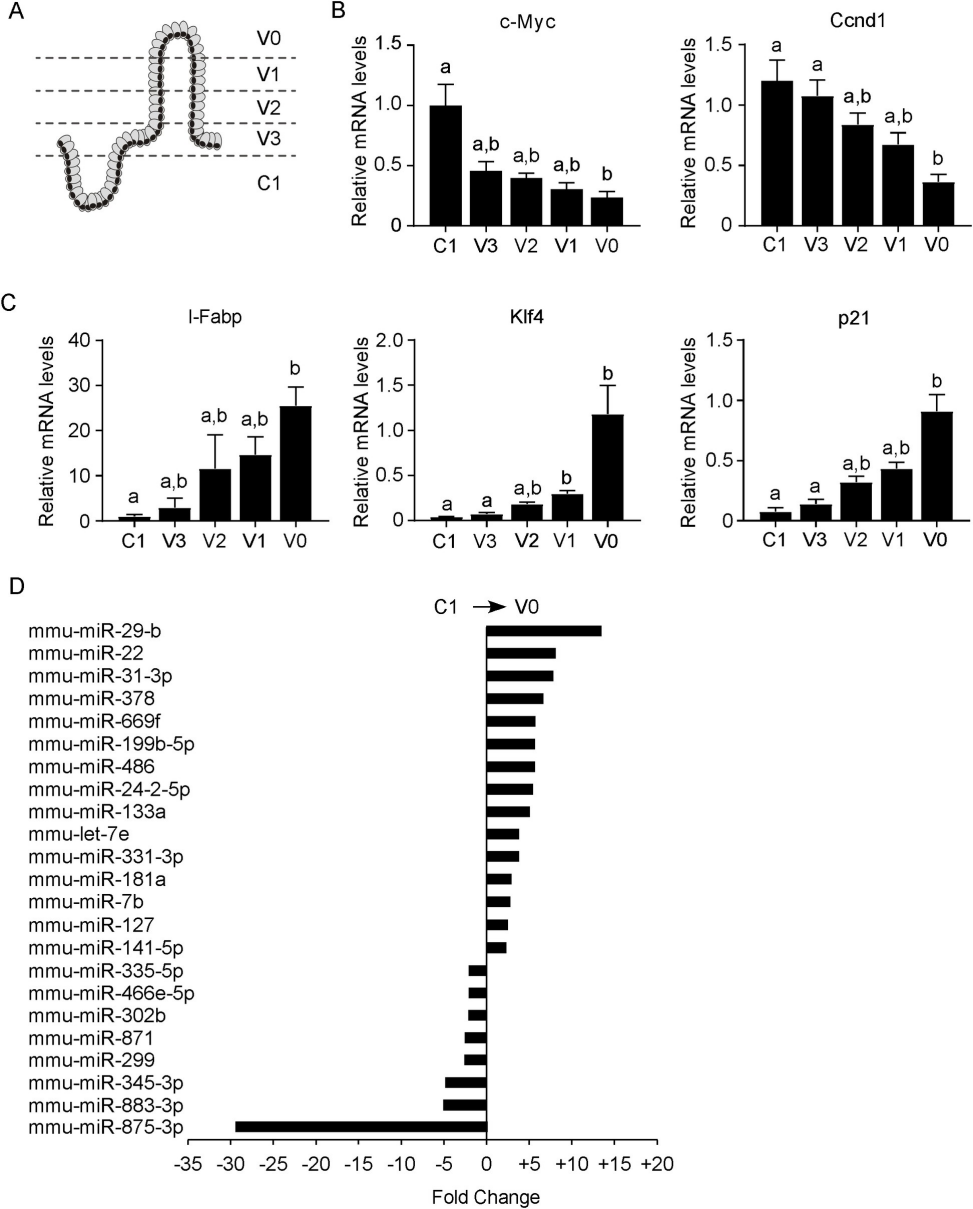
Identification of microRNAs differentially expressed along the crypt-villus axis in mice. Ileum from four months aged C57BL/6J wild type mice was processed to isolate epithelium from the crypt to villus region, and subsequently analysed for microarray microRNAs expression. (A) Schematic representation of fractioning of intestinal epithelium. (B) To validate the fractioning of the intestinal epithelium, we measured by Real Time qPCR the expression of Intestinal fatty-acid binding protein *(I-Fabp)*, Cyclin D1 *(Ccnd1)*¸ *c-Myc*, Kruppel-like factor 4 *(Klf4)*, and *p21*. *I-Fabp* and *Ccnd1* are markers of enterocyte differentiation in the apical compartment, while *c-Myc*, *Klf4* and *p21* were used as a marker of cell proliferation in the undifferentiated compartment. *Cyclophilin B* was used as a housekeeping gene to normalize data. Comparison of different fractions of wild-type (n = 6) was performed using Kruskal Wallis test followed by Dunn’s post-test. Results are expressed as mean ± SEM. Data from groups sharing the same lowercase letters were not significantly different, whereas data from groups with different case letters were significantly different (p<0.05). (C) miRNA expression chart along the crypt-villus axis, comparing the purified crypt fraction (C1) to the fully differentiated compartment of the villus (V0). The y-axis contains the name of the microRNA while the x-axis represents the fold change in expression. All microRNA identified were significantly changed.

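Ileal epithelium of 4-month-old wild type mice was collected in 5 fractions, named V0, V1, V2, V3 and C1 from the villus tip to the crypt, and the miRNAs of each fraction were measured on Illumina bead arrays. The deposited tables hold 20 arrays, 4 per fraction, with 655 probes each, of which 44 carry a solexa name in place of a miRNA name. The submitters' series description gives 4 mice, and which arrays share a mouse is not given in the sources used here, so arrays were compared between fractions without pairing. The authors deposited the average bead signal of each probe as read and after quantile normalization of all arrays together, without background subtraction, and a detection p-value per probe and array. The normalized signal was taken to log2 here, and no value had to be raised to the floor of 1. The number of arrays limits the precision.

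Array depth differed between and within fractions. The number of probes with a detection p of at most 0.01 in the table before normalization was 285 to 372 (median 347) on the C1 arrays and 258 to 477 (median 388.5) on the V3 arrays. It was 344 to 471 (median 419.5) in V2, 388 to 481 (median 439.5) in V1 and 326 to 466 (median 447) in V0. The median signal before normalization spanned 319 to 841 units on the C1 arrays and 622 to 1752 units on the V0 arrays. V0 and C1 arrays shared only slide 2 of the 4 slides, with 2 V0 arrays and 1 C1 array on it. The median Spearman correlation of 2 arrays across probes was 0.724 within a fraction and 0.702 between fractions, and probes are not independent replicates.

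**Figure D1:**
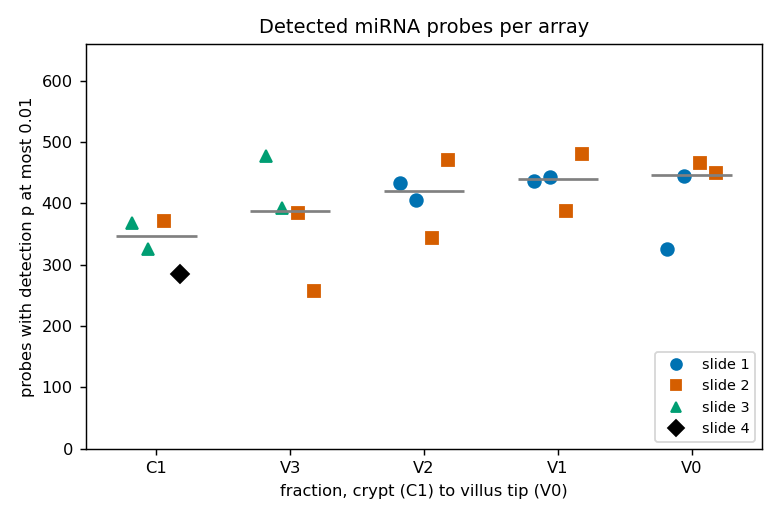
Number of probes with a detection p of at most 0.01 (y axis) on each array of the fractions C1, V3, V2, V1 and V0 (x axis), before normalization. Points are arrays, marked by slide, and grey lines are medians of 4 arrays, from 347 in C1 to 447 in V0.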

Using the Illumina microarrays, we generated a miRNA expression chart along the crypt-villus axis, comparing the purified crypt fraction (C1) to the fully differentiated compartment of the villus (V0). We performed a non-parametric paired comparison on log2 normalized data, with significance adjusted for multiple comparisons (FDR), and we considered significant only those genes with fold changes ≤2 and an FDR ≤0.05. This analysis allowed us to identify a panel of differentially expressed miRNAs along the crypt-villus axis; in particular, we found 15 upregulated miRNAs characterizing the different cellular fractions, and 8 downregulated miRNAs throughout cell migration along the crypt-villus axis (Fig 1C).

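The fractions were compared here with limma on the log2 normalized signal, with all 20 arrays in 1 fit and Benjamini-Hochberg adjustment over the probes tested. A probe was tested when its detection p in the normalized table was at most 0.01 on all 4 arrays of either fraction compared, and it passed at an adjusted p of at most 0.05 and at least a 2-fold difference. For V0 and C1 this left 321 probes. A two-sided exact signed-rank test of 4 pairs cannot give a p below 0.125, and a two-sided exact rank-sum test of 4 against 4 arrays cannot give one below 0.0286. In data simulated for the 321 probes with the spread of these arrays, the limma threshold recovered 66.8% of 8-fold, 41% of 4-fold and 10% of 2-fold changes, and 5.23% of its calls were false. With the residuals of whole arrays reordered in place of independent noise, it recovered 65.5%, 36.8% and 6%, and 4.42% of its calls were false. In each simulation 60 of the 321 probes were changed. The share of false calls depends on that number, so it cannot be carried over to the calls in the real data. Changes were added in full on the log2 scale, with no background below them. For probes near background the recovery can therefore be lower on the real arrays.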

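miR-22 and miR-24-2* were higher in V0 than in C1 past the threshold, and no miRNA was lower. Of the 35 splits of the V0 and C1 arrays, the real one included, 5 gave as many calls, so chance is not excluded for this count. miR-22, which the array annotation places on chromosome 11, had a log2 normalized signal of 13.73 ± 1.16 (SD, n = 4 arrays) in V0 and 11.01 ± 0.31 (SD, n = 4) in C1, a log2 difference of 2.72 (SE 0.48, limma adjusted p = 0.00677). miR-24-2*, the minor strand of the miR-24-2 hairpin on chromosome 8, had 11.07 ± 0.58 (SD, n = 4) in V0 and was detected on 0 of 4 C1 arrays, so that it was at least 2.75-fold higher in V0 (limma adjusted p = 0.0145). Both were higher on each V0 array than on every C1 array. miR-22 was also higher than in C1 in the fractions between, in V1 and V2 by more than in V0. The log2 differences from C1 were 3.52 (SE 0.48, limma adjusted p = 0.000265) in V1, 3.17 (SE 0.50, limma adjusted p = 0.00128) in V2 and 2.44 (SE 0.49, limma adjusted p = 0.0215) in V3. In V3 miR-22 did not pass with no normalization, with arrays centred on their median, or without V3 replicate 13, 14 or 15 or C1 replicate 18 or 20. In V2 it did not pass with no normalization, and on slide 2 alone it passed in none of the 3 fractions.

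At an unadjusted p under 0.05, limma gave 54 of the 321 probes, 26 higher and 28 lower in V0. The V0 and C1 arrays did not overlap for 25 probes, 7.79% of those tested, where chance gives 2.86% for a probe taken without the detection filter. Against C1 the share was 22.3% in V1 (77 probes), 15.5% in V2 (48) and 1.81% in V3 (5). Limma gave 85 probes in V1, 62 in V2 and 26 in V3 at an unadjusted p under 0.05. The filter uses the same labels and can favour arrays that do not overlap, and probes are not independent, so these shares are not a test. In V1 and in V2, 2 miRNAs passed against C1, miR-22 and miR-378*, of 346 and 310 probes, and in V3 only miR-22 passed, of 277 probes. No miRNA passed a limma linear trend over the axis from C1 to V0 among 384 probes, at a smallest adjusted p of 0.0513, while 93 had an unadjusted p under 0.05. Between V0 and V1, limma passed 0 of 356 probes, and 13 had an unadjusted p under 0.05.

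With slide as a fixed block, 4 miRNAs rose in V0 against C1, namely miR-22 (log2 difference 3.22), miR-378* (3.87), miR-20b (4.17) and miR-183, and miR-24-2* did not pass (limma adjusted p = 0.0613). Slide 4 holds only C1 replicate 20, so that array has no weight in the differences of this fit. On slide 2 alone, with 2 V0 arrays and 1 C1 array whose spread was taken to be that of the other fractions, no miRNA passed in limma and 33 had an unadjusted p under 0.05, with a log2 difference of 3.62 for miR-22. Without V0 replicate 1 the count was 13 with the filter applied anew and 2 (miR-22 and miR-378*) among the 321 probes, without V0 replicate 3 it was 1 (miR-22) either way, and without C1 replicate 17 it was 5 and, among the 321 probes, 1 (miR-22). Among these probes miR-24-2* thus did not pass without V0 replicate 1, V0 replicate 3 or C1 replicate 17. A fit of V0 and C1 alone passed only miR-875-3p, and the exact rank-sum test passed no miRNA (25 at an unadjusted p under 0.05). The paper concludes from its comparison that a panel of miRNAs is differentially expressed along the crypt-villus axis.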

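The 15 probes of the miRNAs charted as higher in Fig 1C all had a higher mean in V0 than in C1, and the probes charted as lower were mostly lower. For 9 of the 15, V0 had the highest mean of all fractions. Among the 12 higher probes tested, 2 rose (8 when adjusted over the list alone). The study chose the charted miRNAs on these arrays, so their direction and the count over the list alone are not independent evidence. The median log2 difference of the 15 was 2.23 with the 5 probes that no C1 array detected at their lower bounds. miR-29b, a member of a family that targets collagen mRNAs, was detected on 1 of 4 C1 arrays and had 3.98 (SE 1.06, limma adjusted p = 0.0714), and without that array, C1 replicate 19, it was at least 14.5-fold higher in V0 (limma adjusted p = 0.0641). miR-486, abundant in red blood cells, had 3.05 (SE 0.85, limma adjusted p = 0.083), and miR-133a, a muscle miRNA, had 2.52 (SE 0.78, limma adjusted p = 0.15). miR-669f was detected on 0 of 4 C1 arrays and was at least 3.23-fold higher in V0 (limma adjusted p = 0.0714).

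Of the 9 probes for the miRNAs charted as lower, 8 had a lower mean in V0 and 5 were lower by at least 2-fold. None of the 7 tested passed in limma (5 when adjusted over the list alone, 6 at an unadjusted p under 0.05). These probes too were chosen by the study on these arrays, so the counts are not independent evidence. Every V0 array lay below every C1 array for 5 of the 9 probes, miR-875-3p among them (at most 10.43 in V0, at least 13.42 in C1). miR-875-3p had a log2 difference of -4.60 (SE 1.16, limma adjusted p = 0.0684), and miR-883b-3p had -1.92 (SE 0.66, limma adjusted p = 0.206). The probe of miR-883a-3p, detected on 1 V0 array and 0 C1 arrays, was not tested, nor was miR-466e-5p (-0.88), detected on 3 arrays of each fraction. Of the probes charted as higher, miR-331-3p, miR-127 and miR-141* were not tested; each was detected on 3 V0 arrays and 0 C1 arrays and was at least 1.69-fold, 1.20-fold and 1.24-fold higher in V0. With no normalization the log2 differences of miR-335-5p, miR-466e-5p, miR-302b, miR-871 and miR-299 were above 0, where the median over all probes tested moved from -0.04 to 0.95.

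As groups, camera with a preset correlation of 0.01 gave the charted higher list an adjusted p of 1.39e-09 and the charted lower list one of 0.000171. With an estimated correlation the adjusted p was 0.0025 for the higher list and 0.247 for the lower list. Both lists were chosen by the study on these samples, so neither result is independent evidence of the direction. The fit with slide as a fixed block sets C1 replicate 20 aside, as above. With slide as a fixed block both calls of camera held with the preset correlation, and on slide 2 alone the lower list had an adjusted p of 0.317. With an estimated correlation the higher list had an adjusted p of 0.379 on slide 2 alone and of 0.51 with no normalization. The mean of the 9 probes charted as lower was also high on V3 replicate 16, the array with the fewest detected probes, at 12.07 against 9.84 to 10.22 on the other V3 arrays, and the mean of the 15 charted as higher was low there, at 9.84 against 10.79 to 11.87.

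**Figure D2:**
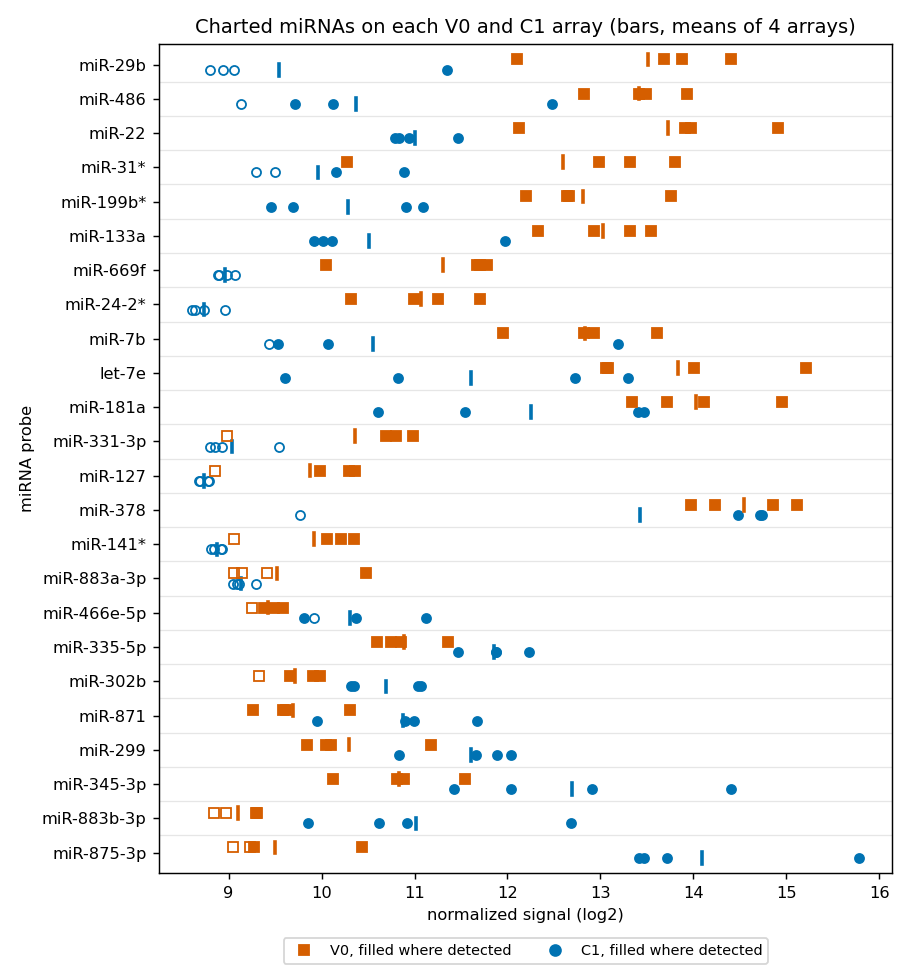
Normalized signal on the log2 scale (x axis) of each probe charted in Fig 1C (y axis) on the 4 V0 arrays (squares) and the 4 C1 arrays (circles), filled where detected, with bars at the means. The difference of means runs from 3.98 for miR-29b to -4.60 for miR-875-3p.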

To investigate functional relationships in the set of differentially expressed miRNAs, we used the Ingenuity Pathway Analysis Software interrogating the Target Scan database. This tool is provided by Massachusetts Institute of Technology (MIT) for the *in-silico* prediction of miRNA targets and to study the involvement of miRNAs in pathways and networks. This bioinformatics analysis allowed us to establish the implication of differentially expressed miRNAs within a particular pathway. In particular, miRNA up-regulated in the villus were clustered in networks involved in cellular differentiation and development, while miRNAs suppressed in the villus were poorly characterized in terms of known target genes and involvement in specific pathways. This integrated approach allowed us to point to 7 miRNAs upregulated in the differentiated compartment (*miR-7b*, *let-7e*, *miR-486*, *miR-199b-5p*, *miR-378*, *miR-22*, *miR-29b*) that have been involved in cell differentiation, metabolism and/or cancer suppression, and 2 miRNAs (*miR-302b and miR-335-5p*) suppressed in the villus that have been highlighted as inhibitors of apoptosis or cancer development. 

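Of the 7 miRNAs selected as higher in the differentiated compartment, miR-22 rose and the other 6 did not pass the test between V0 and C1. The log2 normalized signal of let-7e, a member of the let-7 family of miRNAs that target proliferation genes, was 11.61 ± 1.71 (SD, n = 4 arrays) in C1, 11.99 ± 2.17 in V3, 12.41 ± 1.43 in V2, 12.62 ± 1.18 in V1 and 13.84 ± 1.02 in V0. Its V0 and C1 arrays overlapped, and the log2 difference was 2.23 (SE 1.03, limma adjusted p = 0.285). miR-29b went from 9.54 ± 1.21 in C1 and 11.96 ± 2.02 in V3 over 12.51 ± 2.40 in V2 to 13.26 ± 0.79 in V1 and 13.52 ± 0.99 in V0. miR-486 had 10.37 ± 1.47 in C1, 11.10 ± 1.15 in V3, 10.64 ± 1.52 in V2, 10.84 ± 1.41 in V1 and 13.42 ± 0.45 in V0. In the same order miR-199b*, the probe taken for miR-199b-5p, had 10.29 ± 0.83, 9.98 ± 0.61, 9.66 ± 0.37, 10.73 ± 1.75 and 12.81 ± 0.67 (log2 difference of V0 from C1 2.52, SE 0.68, limma adjusted p = 0.0714).

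miR-7b had a log2 difference of 2.27 (SE 1.11, limma adjusted p = 0.291) between V0 and C1. The probe named miR-378 had 1.12 (SE 1.08, limma adjusted p = 0.513), with a mean of 14.54 ± 0.53 in V0 and 13.42 ± 2.44 in C1, and a difference of -0.10 without C1 replicate 20. The probe of the other strand, miR-378*, had 2.58 (SE 0.63, limma adjusted p = 0.0669) in V0 and rose in V1 (3.06, SE 0.63, limma adjusted p = 0.0206) and V2 (2.87, SE 0.64, limma adjusted p = 0.0375). With no normalization and on slide 2 alone it passed in neither, and it did not pass in V1 without V1 replicate 7 or 8 or C1 replicate 19 or 20. In V2 it did not pass with arrays centred on their median, with no detection filter, or without V2 replicate 9, 10 or 12 or C1 replicate 18, 19 or 20. Of the miRNAs selected as suppressed in the villus, miR-302b had a log2 difference of -0.98 (SE 0.51, limma adjusted p = 0.296) and miR-335-5p had -0.97 (SE 0.46, limma adjusted p = 0.287). For both, every V0 array was below every C1 array, and with no normalization, where the median over all probes tested moved from -0.04 to 0.95, the differences were 0.46 and 0.73.

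With slide as a fixed block, which also sets C1 replicate 20 aside, let-7e had a log2 difference of 3.23 (limma adjusted p = 0.0718). With the number of detected probes as a covariate it had 1.15. On slide 2 alone its difference was 3.46, and over all alternatives its adjusted p ranged from 0.0718 to 0.872.

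**Figure D3:**
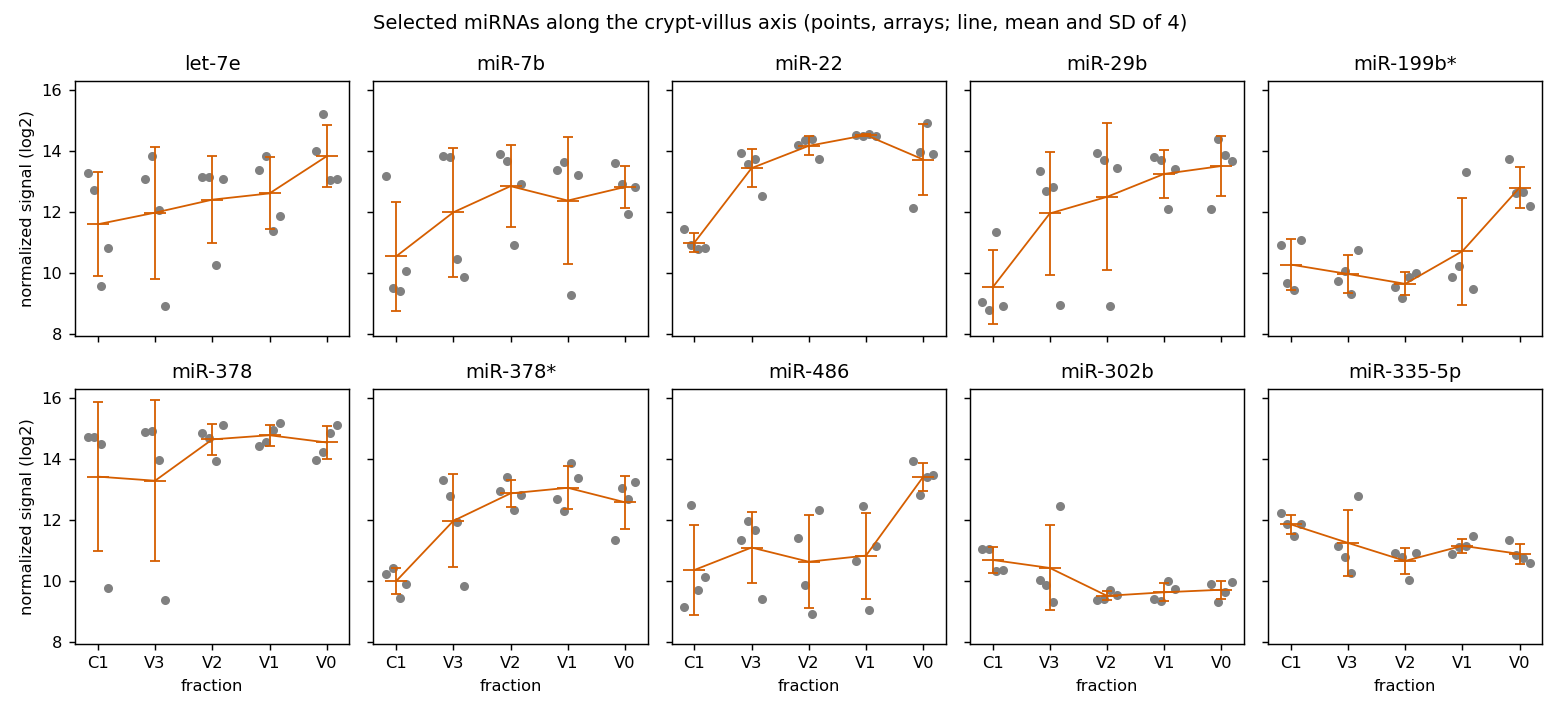
Normalized signal on the log2 scale (y axis) of the selected miRNAs and of miR-378* in the fractions C1, V3, V2, V1 and V0 (x axis). Grey points are arrays and the line gives the mean with its SD over 4 arrays, for example 11.61 in C1 and 13.84 in V0 for let-7e.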

The differential expression of 7 up-regulated miRNAs (l*et-7e*, *miR-7b*, *miR-22*, *miR-29b*, *miR-199b-5p*, *miR-378* and *mir-486*) in the crypt-villus axis was validated on the different cell fractions using TaqMan probes. All the miRNAs resulting up-regulated in the differentiated intestinal fractions in the microarray dataset showed an increasing gradient of expression moving from the crypt to the villus, where they display their highest levels (Fig 2). On the other hand, we were not able to validate the 2 down-regulated miRNAs of the microarray dataset (*miR-335-5p* and *miR-302b*), probably due to their low expression levels in the intestinal fractions.

**Fig 2:**
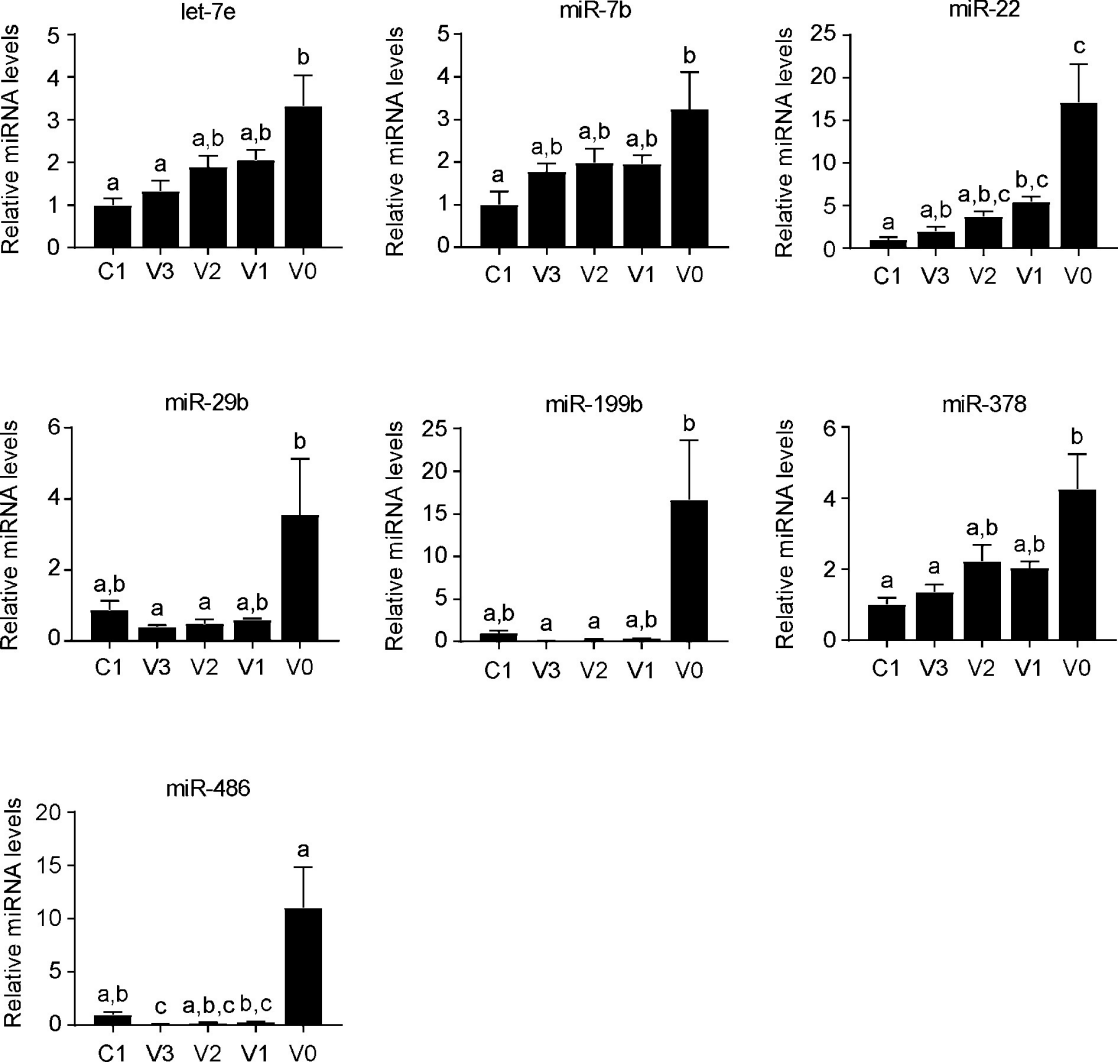
Validation of microRNA differentially expressed along the crypt-villus axis in mice. Ileum from four months aged C57BL/6J wild type mice was processed to isolate epithelium from the crypt to villus region. RNA extracted from each fraction was tested by Real Time qPCR to assess the expression levels of microRNAs found upregulated in microarray analysis. Quantitative normalization was performed using *sno202* as internal control. Comparison of different fractions of wild-type (n = 6) was performed using Kruskal Wallis test followed by Dunn’s post-test. Results are expressed as mean ± SEM. Data from groups sharing the same lowercase letters were not significantly different, whereas data from groups with different case letters were significantly different (p<0.05).

### 3.2 Expression of microRNAs in HT29 and Caco2 during confluence-induced growth arrest

The human HT29 and Caco2 colon carcinoma cell lines were used as a cellular system resembling the crypt-villus axis in terms of gene signature mirroring the fine balance between proliferation and differentiation. To validate the candidate miRNAs found in the array, we first selected the murine miRNAs showing human sequence homology using the database miRBase (www.mirbase.org/). The miRNAs *miR-7b*, *miR-199b-5p* and *miR-486* did not show any conserved sequence in humans, and for this reason they were left out. We focused our analysis on *let-7e*, *miR-378*, *miR-29b* and *miR-22*, which have showed high sequence homology. First, we assessed whether known genes involved in proliferation and differentiation were expressed according to the differentiation achieved in the HT29 and Caco2 system. As expected, the differentiation markers *I-FABP* and Kruppel-like factor 4 (*KLF4*) presented an increased expression along the pre-confluence, confluence and post-confluence phases, while the proliferation markers *c-MYC* and cyclin D1 (*CCND1*) displayed an opposite trend, with decreased expression along the above stated time points (Fig 3A–3C). After confirming the strength of the HT29 and Caco2 colon carcinoma cellular model, we proceeded with the validation of the miRNAs differentially expressed in our microarray on the intestinal fractions.

**Fig 3:**
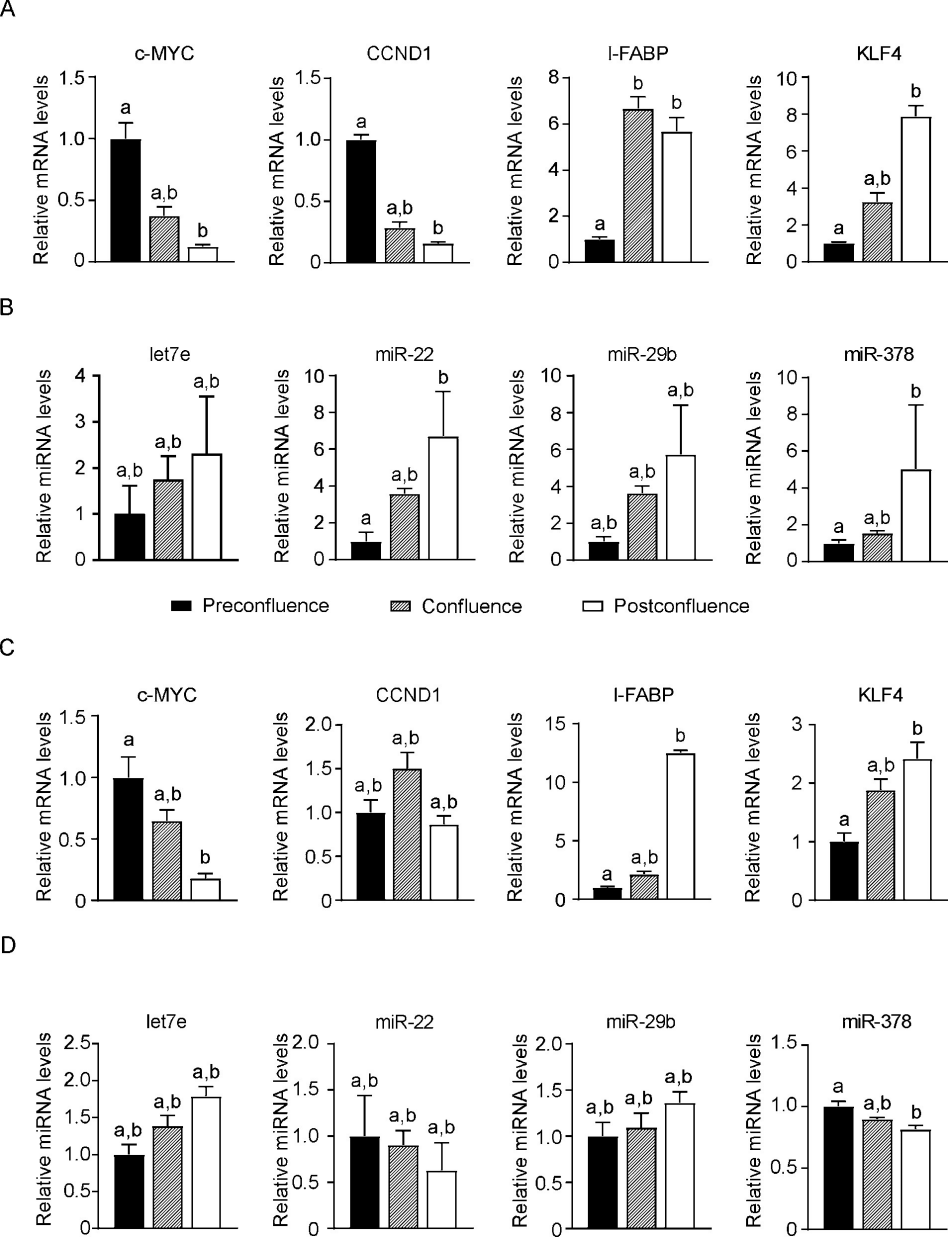
Expression of microRNAs in HT29 and Caco2 colon cancer cell lines during confluence-induced growth arrest. Real Time qPCR analysis of gene and microRNA differentially expressed in human HT29 and Caco2 colon cancer cell lines in pre-confluence, confluence and post-confluence phases. (A) Expression levels of proliferation markers *c-MYC* and cyclin D1 (*CCND1*) together with differentiation markers Intestinal fatty-acid binding protein (*I-FABP)* and Kruppel-like factor 4 (*KLF4*) in the different confluence phases of HT29. *Cyclophilin A* was used as a housekeeping gene to normalize data. (B) Expression levels of microRNAs in the different confluence phases of HT29. *RNU44* and *U6* snRNA were used as internal controls. (C) Expression levels of proliferation markers *c-MYC* and *CCND1* together with differentiation markers *I-FABP* and *KLF4* in the different confluence phases of Caco2. *Cyclophilin A* was used as a housekeeping gene to normalize data. (D) Expression levels of microRNAs in the different confluence phases of Caco2. *RNU44* and *U6* snRNA were used as internal controls. Comparison of groups was performed using Kruskal Wallis test followed by Dunn’s post-test. Results are expressed as mean ± SEM of 3 independent experiments. Data from groups sharing the same lowercase letters were not significantly different, whereas data from groups with different case letters were significantly different (p<0.05).

The miRNAs displaying increased expression going from the proliferative to the differentiated compartments (*miR-378*, *let-7e*, *miR-29b* and *miR-22*), showed an increased expression during the HT29 differentiation (Fig 3B). The expression of the selected miRNAs along the crypt-villus axis as well as in the HT29 differentiation model follow an opposite trend with respect to proliferative cell markers: while the latter diminish their expression during differentiation, miRNAs increase. To further corroborate the data observed in HT-29 cell line, we analyse the expression of the selected microRNA in Caco2 cell line, which retains high capability of differentiate *in vitro*. Accordingly, to that we observed for HT29, *let-7e* and *miR-29b* show a trend toward increase along with the differentiation process (Fig 3D). On the contrary, the level of *miR-22* and *miR-378* decrease during different phases of Caco2 differentiation. Taken together, our results point to a possible tumor suppressor role for *let-7e* and *miR-29b* in the intestine.

### 3.3 Expression of microRNAs in APC^Min/+^ mice

Apc^Min^ is a point mutation in the murine homolog of the *APC* gene. APC^Min/+^ mice are a genetic model of colorectal cancer that develop spontaneous multiple intestinal adenomas, resembling humans carrying germ-line mutations in *APC* [22]. To test whether the identified miRNAs are involved in intestinal cancer suppression, we analysed their abundance in ileum tumor specimens harvested from APC^Min/+^ (9.18±2.86, tumors±SEM *per mouse*) and wild type control using Real Time qPCR (Fig 4). Intriguingly, *let-7e*, *miR-29b*, *miR-378* and *miR-486* are significatively downregulated in mouse model of cancer compared to WT mice, further corroborating the involvement of these microRNA in differentiation and cancer suppression programs. On the contrary, *miR-7b*, *miR-22* and *miR-199b* displayed a trend towards increase in this murine cancer model.

**Fig 4:**
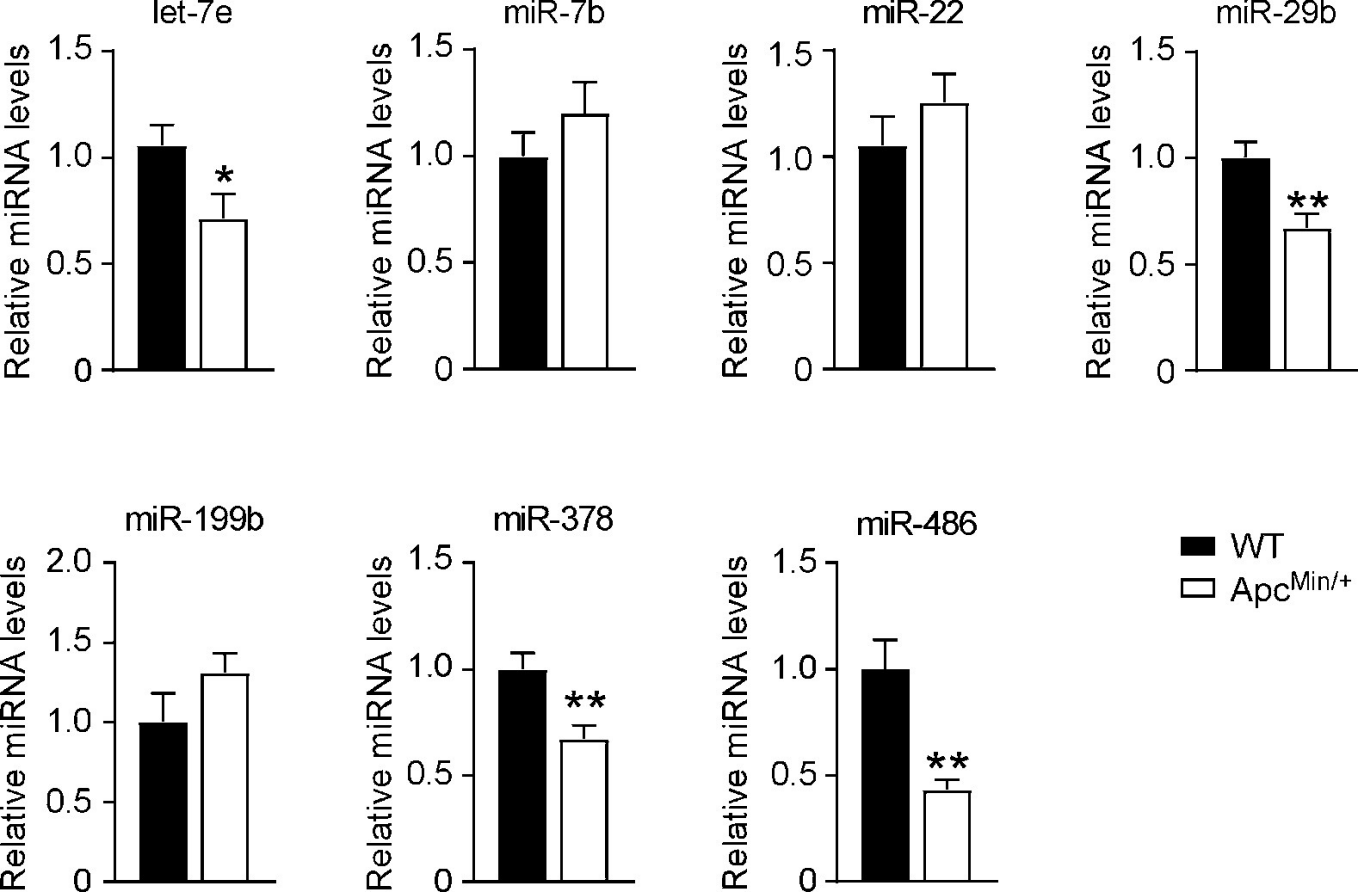
Expression of microRNAs in APC^Min/+^ mice. Ileum isolated from six months old APC^Min/+^ mice and age matched wild type controls was processed for RNA extraction. The expression levels of microRNAs were tested by Real Time qPCR. Quantitative normalization was performed using *sno202* as internal control. Comparison of different groups (n = 9) was performed using Mann-Whitney test. Results are expressed as mean ± SEM (*p<0.05).

### 3.4 Expression of microRNAs in adenoma and colorectal carcinoma specimens

To confirm the possible translational relevance of *let-7e*, *miR-29b*, *miR-22* and *miR-378*, which have been found differentially modulated along the crypt-villus axis and *in vitro* during post-confluence growth arrest, we evaluated by Real Time qPCR their mRNA abundance in polyp tissues (vs. normal adjacent mucosa) of 9 FAP patients. Except *miR-29b*, *miR-22*, *let-7e* and *miR-378* showed a strong trend towards down-regulation in the tumor tissue compared to the adjacent normal mucosa, with *let-7e* displaying a significative decrease expression, potentially supporting a tumor-suppressor role of these miRNAs (Fig 5A). Overall, these data show the involvement of these miRNAs, and in particular *let-7e*, in the modulation of intestinal differentiation/proliferation processes. To further corroborate our data on *let-7e*, we evaluate the abundance of *let-7e* in normal colonic mucosa, adenoma and colorectal carcinoma by analysing different deposited microRNA microarray (Accession Number: GSE73487; GSE83924; GSE115513). In all the examined dataset, the expression of *let-7e* was significantly lower in colonic adenoma than in normal specimens (Fig 5B). However, with the progression of tumor to overt colorectal carcinoma the level of *let-7e* increases, being closer to the one observed in normal tissue.

**Fig 5:**
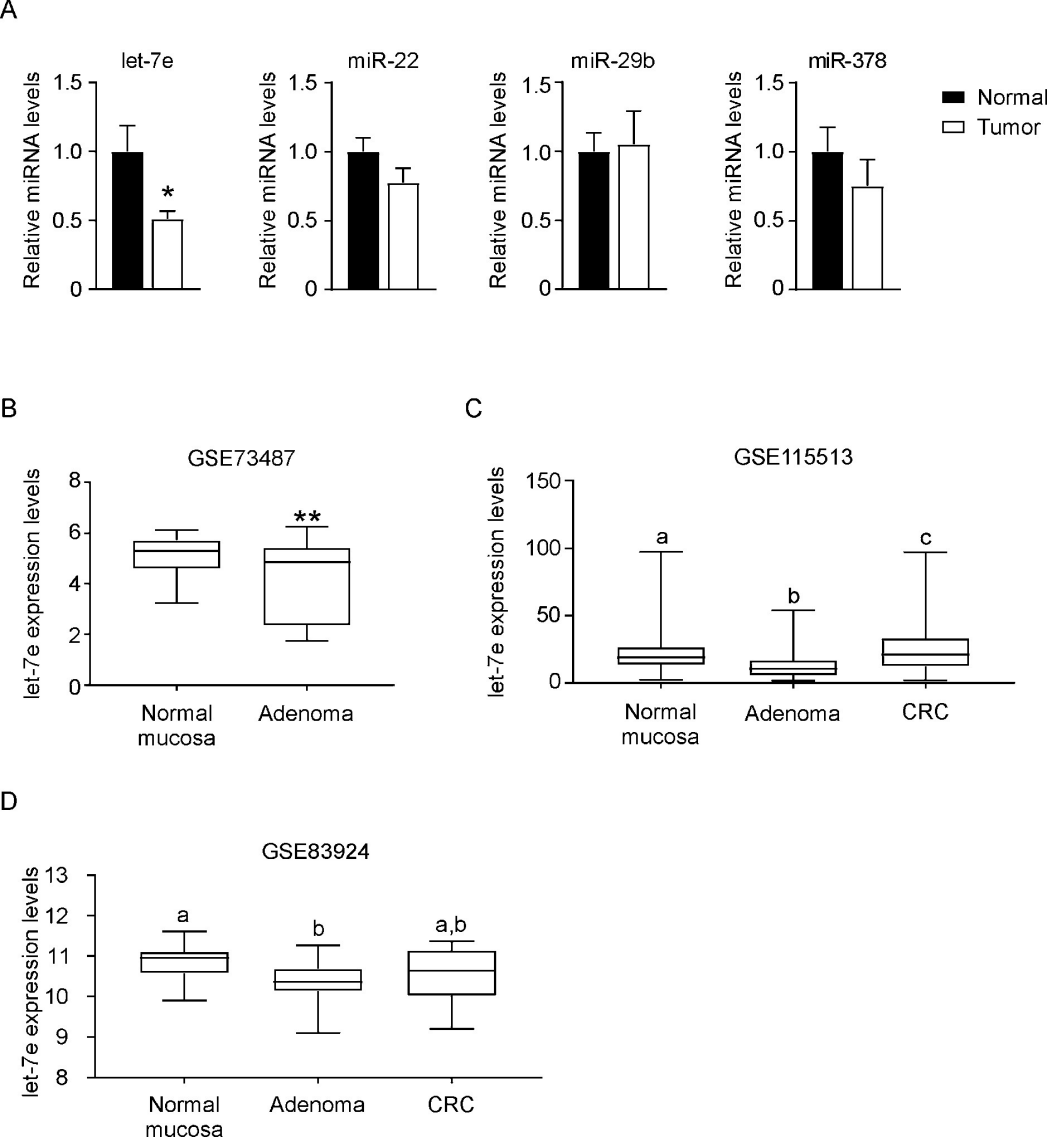
Expression of microRNAs in adenoma and colorectal specimens. (A) Real Time qPCR analysis of microRNA differentially expressed in polyp tissue compared to adjacent normal intestinal mucosa collected from FAP patients. Quantitative normalization was performed using *RNU44* and *U6* snRNA as internal controls. Comparison of different groups (n = 9) was performed using Mann-Whitney test. Results are expressed as mean ± SEM (*p<0.05). (B) *let-7e* expression in normal colon mucosa, adenoma and colorectal carcinoma quantified by microarray experiments. These data are extracted from deposited dataset published online (Accession Number: GSE73487; GSE83924; GSE115513). Data are displayed as box and whiskers, with median, minimum and maximum quartile.

### 3.5 MicroRNA *let7-e* predicted target genes

The results obtained both *in vitro* and *in vivo* point to a possible involvement of *let-7e* in differentiation processes, while lower *let-7e* levels are likely characteristic of early phase colonic adenoma in APC^Min/+^ mice and human FAP subjects. To further corroborate this hypothesis, we predicted the genes targeted by *let-7e* using TargetScan database. Then, we performed a gene set enrichment analysis using EnrichR. Interestingly, genes potentially modulated by *let-7e* are involved in the regulation of pluripotency in stem cells (Fig 6; S1 Table).

**Fig 6:**
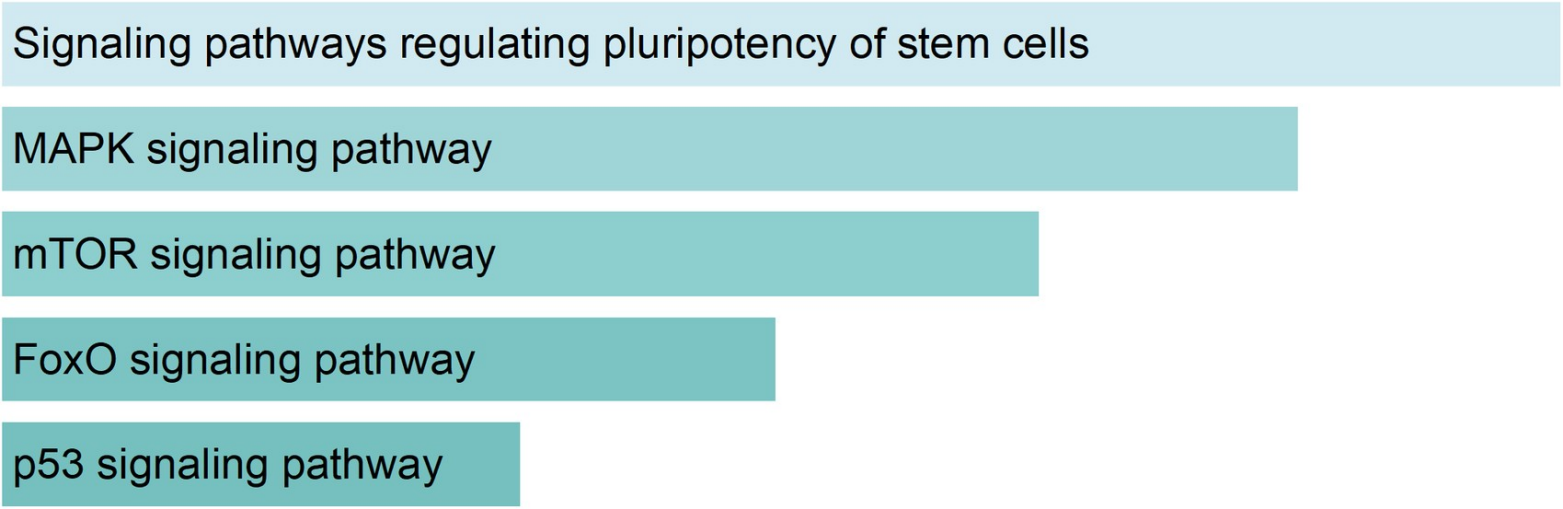
MicroRNA *let-7e* target prediction and enrichment analysis of the predicted target genes. Genes targeted by differentially expressed *let-7e* were predicted using TargetScan database. The gene set enrichment analysis was performed using EnrichR. The bar graphs display the principal predicted mouse KEGG pathways based on p-value ranking.

## 4. Discussion

The mammalian gut epithelium undergoes continuous and rapid cell renewal to guarantee the principal intestinal functions, such as absorption and defensive capacity, and finally tissue homeostasis. The entire series of cell renewal is paired to cell migration along the crypt-villus axis. Indeed, the stem cell population located at the basis of the crypt constantly divide to originate daughter cells that differentiate and migrate along the villus, and are finally extruded in the intestinal lumen after death [1].

Since today, several factors involved in numerous biological intestinal processes have been identified. These molecules contribute to the fine tuning of cell proliferation, cell differentiation, and cell death. Therefore, possible alterations concerning their expression and/or function may lead to the development of different diseases, including cancer. In the last decades, microRNAs have been identified as essential factors in the maintenance of intestinal homeostasis [20,23]. Indeed, not only miRNAs are differentially expressed between crypt and villus compartment, but also miRNA expression profiles are changed between undifferentiated and differentiated cell lines, thus indicating a possible role in determining the intestinal epithelial cell fate [21,24].

In the present study, we analysed microRNAs differentially expressed between crypt and villi compartment in mice ileum by microarray, and we validated the prominent ones, with a deep involvement in networks and pathways of cellular proliferation and/or differentiation, along the entire crypt-villus axis by Real Time qPCR. Our analysis considered only male mice, and not female one in order to limit the miRNA expression variability due to feminine hormonal cycle [25]. The microRNAs emerged from our analysis differs from those highlighted by Zhang and colleagues, probably due to the different methodology utilized in our studies [21]. With the aim to translate our results on human, we then employed an *in vitro* model resembling the crypt-villus axis, using HT29 and Caco2 colon carcinoma cell lines undergoing spontaneous differentiation due to postconfluence-induced growth arrest [26]. We analysed changes of genes (*c-MYC*, *I-FABP*, *CCND1* and *KLF4*) and selected miRNAs expression (*let-7e*, *miR-378*, *miR-22* and *miR-29b*) which showed a conserved sequence between mouse and human in preconfluence, confluence and postconfluence HT29 and Caco2 (Fig 3). Notably, let-7e and miR-29b show a trend toward increase across the various stages in both cell lines, thus suggesting an involvement in the differentiation process.

The intestinal stem cells residing at the bottom of the crypt play a crucial role in intestinal homeostasis, since they sustain the epithelial turnover along the crypt-villus axis, and their interplay with the environment impacts on the differentiation grade [27]. Moreover, intestinal stem cells can act as a cell of origin for intestinal tumorigenesis [28–31]. This process is characterized by an uncoupled mechanism of hyperproliferation to the detriment of differentiation. In human, colorectal cancer (CRC) represents the clinical manifestation of this imbalance. Usually occurring as adenomas that can eventually progress to malignant lesions called carcinomas. The majority of CRC occurs sporadically, while the remaining 30% arise as a consequence of inherited predisposition, such as the familial adenomatous polyposis (FAP). FAP patients develop hundreds of colon and rectum adenomas since young age, and CRC in untreated patients, due to a germline loss of function mutation in the APC gene [32].

To evaluate if microRNAs differentially expressed in the crypt-villus axis can be associated to tumorigenic lesions in the mice, we evaluated microRNAs expression in Apc^Min/+^, a murine model of cancer. These mice phenotypically reflect the intestinal manifestation observed in FAP patients, developing adenomas predominantly in the small intestine [33]. Three out of seven microRNAs (*miR-7b*, *miR-22* and *miR-199b*) display a slight trend to increase in ileum collected from APC^Min/+^ mice, while the others (*let-7e*, *miR-29b*, *miR-378* and *miR-486*) are significatively downregulated in cancerous lesions, thus indicating a closer association of these microRNAs to differentiation process rather than proliferation one (Fig 4).

Then, to translate our findings in human *in vivo*, we evaluated miRNAs expression in CRC samples from FAP patients. Notably, we found only *let-7e* significatively downregulated in tumor specimens, while the other miRNAs do not display any significative changes (Fig 5). Intriguingly, the analysis of deposited microarray revealed that the expression of *let-7e* is diminished in colon adenoma compared with normal mucosa. Conversely, CRC display higher *let-7e* level than adenoma.

The evaluation of the putative genes regulated by *let-7e* revealed an enrichment of those genes involved in the regulation of cells pluripotency, including Insulin-like Growth Factor 1 Receptor *(IGF1R)* and Activin A Receptor Type 1B *(ACVR1B)*. Remarkably, *IGF1R* has been found negatively regulated in *let-7e* overexpressing HCT-116 and LoVo cell lines [34,35]. Moreover, *let-7e* expression negatively correlates with *ACVR1B* in gastrointestinal stromal tumors (GIST) [36]. Altogether these results confirmed our observation in mice, and further sustain a possible involvement of *let-7e* in the differentiation process of intestinal epithelial cells rather than in the proliferation ones.

Intriguingly, other members of the conserved *let-7* microRNAs family have been so far characterized as regulators of cellular differentiation. Barely detected during embryogenesis, *let-7a*, *let-7b* and *let-7c* increase significantly as tissue differentiates forming adult rat kidney [37]. Moreover, *let-7b* plays a pivotal role in neural stem cell differentiation and its loss reverses the phenotype causing cells dedifferentiation [38]. At the same time, *let-7e* is involved in adipose derived stem cell differentiation toward epithelia [39]. Furthermore, downregulation of *let-7* family has been associated with metastases and poor prognosis in renal cell carcinoma as well as in glioblastoma, and *let-7e* deregulation in epithelial ovarian cancer cell lines promotes the development of resistance to cisplatin [40–42]. The increase expression of *let-7e* reverses the epithelial-to-mesenchymal transition in gentamycin-resistant pancreatic cell line [43]. Different studies have been performed to assay the role of *let-7e* in CRC. However, none of these studies took in consideration the early stage in transformation typical of adenomas, but rather focused on late stage tumors. The induction of *let-7e* suppresses HCT116 and HCT8 colon cancer cells proliferation and migration *in vitro* [35,44], while inhibition of *let-7e* resulted in increased cell growth [45]. Contrarily, the overexpression of *let-7e* in Caco2 cell line exerts an opposite effect, promoting metastases likely by targeting *E-cadherin* [46,47]. Whether these contradictory results are ascribable to the differentiation status of the cells used is not fully understood. In this view, our results depicting a unique physiological regulation of *let-7e* in different intestinal compartments as well as a downregulation of this miRNA in early phase colonic adenoma may help to shed a light into the effect of *let-7e* in tumor onset and progression.

Notably, high level of *let-7e* improves CRC radio- and chemosensitivity, and therefore limit tumour progression, via a direct interaction with IGF1R [34,35,46]. Intriguingly, sub-populations of chemoresistant cells in solid tumours present same biological peculiarities of cancer stem cells, responsible for tumor relapse and invasion [48].

Currently, it is believed that cancer stem cells originate from stem cell progenitors of the tissue of origin, and that tumour progression is characterized by a progressive differentiation of a cell which finally acquired stem-like properties [49]. In this view, *let-7e* may represent a useful diagnostic marker to characterize different stage of CRC, with higher expression in T1 stage of more differentiated cells than in T4 stage, where cells display mesenchymal and metastatic characteristic. Therefore, a downregulation of *let-7e* level may be used in the clinical practice to discriminate early stages adenoma, as emerged from the data displayed here.

## 5. Conclusions

Intestinal homeostasis consists of a fine balance of cell proliferation, cell differentiation and cell death. Intestinal stem cells residing at the bottom of the crypt are responsible for the entire epithelial renewal, occurring every 3–5 days. MicroRNAs are essential to maintain tissue homeostasis. MiRNAs more expressed in the crypt compartment are closely associated with proliferation, whereas those with high expression in the tip of the villi are involved in the differentiation and apoptosis processes. Intriguingly, alterations occurring to stem cells give rise to intestinal tumours, characterized by an imbalance between proliferation, differentiation and apoptosis programs.

In particular, here we identified *let-7e* as one of the principal miRNAs involved in differentiation process, since its expression increased along the crypt-villus axis and it predictively regulates genes involved in pluripotency of stem cells. Intriguingly, less *let-7e* characterizes early-stage colonic adenoma, such as the ones arising in APC^Min/+^ mice and FAP patients. Thus, assaying this miRNA could represent a rapid valuable option to discriminate tumor stage and eventually to distinguish early-stage adenoma.

## Supporting information

S1 Table Genes potentially regulated by *let-7e*. List of the *let-7e* putative target genes in the principal predicted mouse KEGG pathways based on *p-value* ranking. Genes targeted by differentially expressed *let-7e* were predicted using TargetScan database. The gene set enrichment analysis was performed by EnrichR.
(DOCX)

# Supplementary material for: let-7e downregulation characterizes early phase colonic adenoma in APCMin/+ mice and human FAP subjects
**Source:** PLoS One. 2021 Apr 26;16(4):e0249238. doi: 10.1371/journal.pone.0249238
**Supplement:** S1 Table — List of the let-7e putative target genes in the principal predicted mouse KEGG pathways based on p-value ranking. Genes targeted by differentially expressed let-7e were predicted using TargetScan database. The gene set enrichment analysis was performed by EnrichR.

| **Pathway** | **P-value** | **Genes** |
| --- | --- | --- |
| Signaling pathways regulating pluripotency of stem cells | 5.79E-08 | ONECUT1; ACVR1B; IGF1R; NRAS; ACVR1C; AKT2; SMARCAD1; DVL3; WNT1; SKIL; SMAD2; APC2; FZD3; FZD4; PCGF3; STAT3; WNT9B; IGF1; WNT9A; DUSP9; ACVR2B; ACVR2A; MEIS1; PIK3CA; HAND1; HOXB1; BMPR1A |
| MAPK signaling pathway | 1.36E-06 | PDGFB; FASLG; NLK; CACNA1E; RASGRP1; DUSP16; IGF1R; ELK4; FGF5; RPS6KA3; PPP3CA; CACNA1I; NRAS; PAK1; MAPK8; AKT2; CASP3; MAP4K3; CACNG4; MAP4K4; DUSP4; MAP3K2; MAP3K3; MEF2C; MAP3K1; CHUK; DUSP1; INSR; IGF1; NGF; DUSP9; TGFBR1; DUSP7; CACNB4; TAOK1; FAS; TAB2; MAP3K13; TP53; CRK |
| mTOR signaling pathway | 4.41E-06 | PRKAA2; IGF1R; RPS6KA3; NRAS; AKT2; DVL3; SLC38A9; RICTOR; WNT1; FNIP1; RNF152; FNIP2; ATP6V1C1; FZD3; MIOS; CHUK; FZD4; INSR; WNT9B; TSC1; IGF1; WNT9A; PIK3CA; RRAGD; ULK2 |
| FoxO signaling pathway | 1.31E-05 | SMAD2; IL10; PRKAB2; CDKN1A; PRKAA2; CHUK; INSR; STAT3; IRS2; FASLG; IGF1; NLK; FBXO32; TGFBR1; IGF1R; NRAS; MAPK8; CCND2; CCND1; PIK3CA; AKT2; RAG1 |
| p53 signaling pathway | 2.10E-05 | STEAP3; CDKN1A; RRM2; IGF1; THBS1; CCND2; CDK6; CCND1; SESN3; CASP3; PMAIP1; FAS; MDM4; TP53; BCL2L1 |

**S1 Table. Genes potentially regulated by *let-7e.*** List of the *let-7e* putative target genes in the principal predicted mouse KEGG pathways based on *p-value* ranking. Genes targeted by differentially expressed *let-7e* were predicted using TargetScan database. The gene set enrichment analysis was performed by EnrichR.

How the deposited data were processed for this re-analysis (not part of the article)

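miRNA expression was measured in 5 epithelial fractions (V0, V1, V2, V3 and C1) of the ileum of wild type mice on 20 Illumina bead arrays, 4 per fraction. The authors read the arrays, summarised the beads of each of 655 probes as an average signal intensity, and normalized the intensity of all arrays together by the quantile method without subtracting background. The deposited tables hold this intensity before and after normalization, and a detection p-value per probe and array that the authors' software gave. The deposited value table of the series equals the normalized table (largest difference 0). No genome build is stated, so chromosomes are given as the array annotation names them, without positions.

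From these files, the normalized intensity was taken to log2 and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per fraction, all 20 arrays). V0, V1, V2 and V3 were each compared with C1, V0 was compared with V1, and a linear trend was fitted over the axis steps 0 (C1), 1 (V3), 2 (V2), 3 (V1) and 4 (V0). Benjamini-Hochberg adjustment was over the probes with a detection p of at most 0.01 on all 4 arrays of either fraction compared (for the trend, of any fraction). A call needed an adjusted p of at most 0.05 and, apart from the trend, a difference of at least 2-fold. Standard errors of differences use the spread moderated by eBayes, and SD values are over arrays. A lower bound of a fold was given where no array of 1 fraction detected the probe, against the lowest detected signal. Figures were drawn with matplotlib.

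The tests, alternatives, gene lists and the rule for named miRNAs were set before the data were examined. Named were every miRNA of the study's chart, whose values had been seen in the paper, up to 10 called miRNAs with the highest and up to 10 with the lowest difference among those whose V0 and C1 arrays do not overlap, and in each list up to 4 members with the smallest adjusted p. miR-378*, miR-183 and the miRNAs called under single alternatives were named after their values were seen. The 21 lists were the 2 charted lists, the let-7, miR-200, miR-192 with miR-194 and miR-215, miR-17~92, miR-29, miR-30, miR-23/27/24 and miR-181 families and clusters, markers of muscle, fibroblast and stroma, leukocyte, erythroid, endothelial, neuronal and secretory cells, the pluripotency clusters, and the Dlk1-Dio3, Sfmbt2 and X-linked miR-465 to miR-883 clusters. Lists with at least 3 probes tested were tested with limma's camera at a preset correlation of 0.01 and at an estimated one. Older star names were matched to the names in the paper, and the pair of miR-199b* with miR-199b-5p was added after the data were seen; it also enters the fibroblast and stroma list.

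The limma fit was checked on simulated data before it was applied. Alternatives to the normalization, background, detection filter, slide, samples, spread model and test were run 1 at a time. Slide 4 holds only C1 replicate 20, so with slide as a fixed block that array has no weight in any difference. Alternatives added after the data were seen leave out the V3 and C1 arrays with the fewest detected probes (replicates 16 and 20), leave out these and V0 replicate 1, take the number of detected probes as a covariate, keep the probes fixed while an array is left out, extend the alternatives to further comparisons, and repeat the list tests for V0 against V1. The setting that leaves out V0 replicate 1 with the other arrays removes an array because its values resemble C1, which selects on the outcome, so its counts are not evidence of a difference. Array weights were tried in exploration, did not converge and were not used. Replicate numbers from 1 to 20 only name arrays. Mice could not be paired from the labels, and the RT-qPCR, cell line and human data of the study were not analysed here.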

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

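The tests of weak hybridization of single arrays and of slide for the charted lower miRNAs were chosen after the values were seen. The other tests of this part were written down before their result was seen, although the pattern each belongs to had been seen. For the wrong label of a V0 array, how to read a value below the C1 range was settled only after that value was seen.

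In groups of 4 arrays, 15 of 82 groups had an array far from the others, where chance gives about 5%. On C1 replicate 19 the log2 signal of miR-29b was 11.35 and that of miR-133a 11.97. On C1 replicate 20 miR-378 was at 9.77 and miR-875-3p at 15.78, and on C1 replicate 17 miR-7b was at 13.19. V0 replicate 1 had 8.98 for miR-331-3p, 10.43 for miR-875-3p and 326 detected probes, and V0 replicate 3 had 10.04 for miR-669f. V1 replicate 7 had 9.28 for miR-7b. V2 replicate 11 had 10.27 for let-7e, 8.92 for miR-29b and 10.02 for miR-335-5p. V3 replicate 16 had 9.40 for miR-378 and 8.96 for miR-29b. miR-378*, which the paper's chart does not name, was higher than in C1 by 3.06 (log2) in V1 and by 2.87 in V2.

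The miRNAs charted as lower in V0 were also high on V3 replicate 16, the array with the fewest detected probes (258), where 8 of the 9 probes had their highest V3 signal, and 8 of the 15 charted as higher had their lowest (mean 9.84 against 10.79 to 11.87 on the other V3 arrays). The mean log2 signal of the 9 charted as lower differed by -1.48 (SE 0.41) between V0 and C1. Without V3 replicate 16 and C1 replicate 20 the difference was -1.36 (SE 0.27), so it does not rest on C1 replicate 20 alone. Leaving out the V3 array cannot move this estimate, only its SE. The study chose these probes on these V0 and C1 arrays, so the value does not decide on weak hybridization as a cause. With the number of detected probes as a covariate the difference was -0.82 (SE 0.27), and on the slide that holds both fractions it was -0.88 (SE 1.06). A trend with detection, the slide and a difference between villus and crypt thus cannot be told apart, since C1 arrays detect fewer probes and share 1 slide with V0. The mean log2 difference of the tested probes charted as higher was 2.46, and it was 2.32 without the 2 arrays and 1.81 with the covariate.

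V0 replicate 1 ranked its probes more like C1 arrays than like the other V0 arrays, with a mean Spearman correlation of 0.702 with C1 and 0.656 with V0. On 50 probes picked without it, its median position between C1 (0) and the other V0 arrays (1) was 0.0952, below the range of the 4 C1 arrays on probes picked without each of them (0.268 to 0.768), so a wrong label is left open by this test. Its deviations from the other V0 arrays correlated across 321 probes with those of C1 replicate 20 (Pearson r = 0.351) and of V3 replicate 16 (r = 0.495). Both were positive, as predicted for weak hybridization, and probes are not independent replicates. V3 replicate 16 also ranked its probes more like C1 (mean Spearman correlation 0.627) than like V3 (0.456). A shared resemblance to C1 would give such a correlation too, so the test does not decide on weak hybridization as a cause. The mean of V0 replicate 1 over the probes charted as higher was 12.05, where the C1 arrays had 9.96 to 10.38, but the study chose those probes with this array in V0. A mouse with a different villus tip fraction remains untested.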

How the results depend on the processing

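No paired analysis was run because the labels do not say which arrays come from the same mouse. Positions of the arrays on the slides were not used to guess mice. All tests and splits therefore treat the arrays as unpaired and ignore any mouse that arrays share. The probes charted as higher stayed higher in V0 under the alternatives set before the data were examined, apart from miR-378, and the counts moved with most choices; the cause was not tested unless named. Of the 24 charted probes, 5 were not tested for lack of detection.

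For V0 against C1 the numbers of miRNAs past the threshold, higher and lower, and of lists called by camera, were 2, 2, 0 and 8. They became 12, 11, 1 and 2 with no normalization, which moved the median of all probes tested from -0.04 to 0.95; 4, 3, 1 and 5 with arrays centred on their median; 5, 4, 1 and 4 with neqc; and 1, 1, 0 and 4 with detection on all 8 arrays, which tests 185 probes. They were 4, 4, 0 and 4 with slide as a fixed block, 0, 0, 0 and 1 on the slide that holds both fractions (fewer arrays), and 1, 0 and 1 (with 6 lists) in a fit of the 2 fractions alone. The exact rank-sum test gave 0, 0 and 0. Limma quantile normalization, the series values, no filter, detection on at least 1 array, trend and robust eBayes and no fold threshold gave 2, and slide as a random block gave 3. Leaving out 1 array gave 1 to 13, 1 to 11, 0 to 2 and 4 to 9, and 1 to 3 among the same probes; V0 replicate 1 (13, and 2 among the same probes), V0 replicate 3 (1 and 1) and C1 replicate 17 (5 and 1) moved the count, and V0 replicates 1 (4), 3 (5) and 4 (5) and C1 replicate 20 (5) the lists. Of the alternatives chosen after the data were seen, without arrays 16 and 20 gave 5, 3, 2 and 5, the number of detected probes as a covariate 4, 4, 0 and 3, and without arrays 1, 16 and 20, where array 1 was left out for its values, 50, 18, 32 and 5.

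For V1 against C1 the count of 2 became 1 with no normalization, 9 with slide as a fixed block and 1 to 4 without 1 array. For V2 the count of 2 became 0 with no normalization, 1 with arrays centred on their median, 7 with slide as a block and 1 to 4 without 1 array. For V3 the count of 1 became 0 with no normalization and with centred arrays, 2 with neqc and 0 to 10 without 1 array (10 without V3 replicate 16). Alternatives added later gave 4, 12 and 3 for V1, V2 and V3 without arrays 16 and 20, 1 for V2 with no filter, and 0 on the slide that holds the 5 fractions. V0 against V1 gave 0, and 0 to 3 without 1 array (3 without V0 replicate 1 and 1 without V1 replicate 7). The trend gave 0, but 25 with no normalization, 2 with neqc, 2 without V0 and, added later, 0 to 35 without 1 array (35 without V0 replicate 1).

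Single miRNAs changed sign between V0 and C1 in 48 cases, none of them a called miRNA. With no normalization the log2 difference was 0.73 for miR-335-5p, 0.38 for miR-466e-5p, 0.46 for miR-302b, 0.37 for miR-871, 0.36 for miR-299, 0.29 for miR-192, 0.59 for miR-219, 0.32 for miR-302c, 0.63 for miR-291a-3p, 0.98 for miR-293, 0.81 for miR-494, 0.74 for miR-540-3p and 0.48 for miR-463, all but miR-293 below the median of 0.95 that all probes tested then had. With arrays centred on their median it was -0.48 for miR-194, -0.31 for miR-145 and -0.25 for miR-375. With slide as a fixed block it was 0.56 for miR-192, -0.11 for miR-25 and -0.68 for miR-375, and with slide as a random block 0.17 for miR-192. On the slide that holds both fractions it was -0.0287 for let-7a, -0.0872 for miR-200a, 0.0416 for miR-192, -0.0389 for miR-25, -0.36 for miR-29c, -0.15 for miR-30c, -0.57 for miR-214, -0.0818 for miR-150, -1.25 for miR-142-3p and -0.42 for miR-375. Leaving out 1 array gave -0.0988 to 1.56 for miR-378, -0.0335 to 0.97 for let-7a, -0.16 to 1.73 for miR-25, -1.04 to 0.85 for miR-375 (each lowest without C1 replicate 20) and -0.0547 to 0.49 for miR-194 (lowest without C1 replicate 18). Without arrays 16 and 20 it was -0.0988 for miR-378, -0.0335 for let-7a, -0.16 for miR-25 and -1.04 for miR-375. Without arrays 1, 16 and 20 it was -0.0406 for let-7a and -0.49 for miR-375. With the number of detected probes as a covariate it was -0.51 for miR-378, -0.0647 for miR-27a, -0.35 for miR-145, -0.0576 for miR-150, -0.0137 for miR-7a, -0.55 for miR-375 and 0.38 for miR-293. Of the other values of single miRNAs and lists, 2035 kept their direction and side of the threshold, 63 kept the direction and fell short of it, and 48 kept the direction and passed it.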

Differences from the paper's values

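The paper's count of upregulated miRNAs is 15, and 2 passed the threshold here as higher in V0 than in C1. Its count of downregulated miRNAs is 8, and 0 passed as lower here. All 15 probes charted as higher had a higher mean in V0, and 8 of the 9 charted as lower had a lower one. In data simulated with independent noise the threshold recovered 41% of 4-fold and 10% of 2-fold changes, so a probe that did not pass may still differ. The paper also measured selected higher miRNAs along the axis by RT-qPCR, which was not analysed here. The paper states its fold threshold as at most 2, which was taken here as at least 2-fold, and its non-parametric paired test could not be repeated without the pairing. If that test was an exact signed-rank test of 4 pairs, no pairing could pass, since its p cannot be below 0.125. The methods also name an error model of the array software, used with and without adjustment of the p-values, so which test gave the counts is not clear, and neither was rerun here. Of the alternatives set before the data were examined, the signal with no normalization and the arrays without V0 replicate 1 (11 each) came within 1.5 times of the paper's higher count, each dropping 9 or more of its 15 miRNAs, and the others did not. No alternative came within 1.5 times of the lower count. Chosen after seeing the values, leaving out arrays 1, 16 and 20 gave 18 higher and 32 lower, with 6 of the 15 charted as higher and 8 of the 8 charted as lower, and it removes array 1 for resembling C1.

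Charted miRNAs not called here were called under single settings. The signal with no normalization called miR-133a, miR-199b*, miR-486, miR-669f and miR-875-3p, arrays centred on their median called miR-199b* and miR-875-3p, and neqc called miR-669f and miR-875-3p. The fit of the 2 fractions alone called miR-875-3p, the arrays without V0 replicate 1 called miR-29b, miR-31*, miR-127 and miR-875-3p, and without C1 replicate 18 miR-486 was called. Chosen after seeing the values, the arrays without 16 and 20 called miR-875-3p and miR-883b-3p, the number of detected probes as a covariate called miR-199b*, and the arrays without 1, 16 and 20 called miR-29b, miR-31*, miR-127, miR-199b*, miR-299, miR-302b, miR-335-5p, miR-345-3p, miR-466e-5p, miR-871, miR-875-3p and miR-883b-3p.

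The paper's fold for miR-378 is about 6.7 in Fig 1C, read by eye, and the ratio of mean signals of the probe with that name was 1.29. It was 1.01 to 1.89 under the other scalings and still differed under every alternative set before the data were examined that gives a fold. The probe of miR-378* had a ratio of 6.50, near that fold, and which probe the chart shows is not stated. The paper's fold for miR-883-3p is about -5.0 in Fig 1C, read by eye, where the probe of miR-883a-3p was detected on 1 V0 array and 0 C1 arrays. Its ratio of mean signals, 1.43, is taken over background, so no fold of it can be set beside the paper's under any alternative set before the data were examined. The probe of miR-883b-3p had -4.96 and did not differ, but was -1.18 with no normalization, -2.45 with arrays centred on their median, -1.69 on slide 2 alone and -2.66 without C1 replicate 20, and differed under these 4. For the other charted miRNAs the ratio of mean signals, on all arrays with the authors' normalization, was within 1.5 times of the paper's fold; for the 5 probes that no C1 array detected only lower bounds hold, each below the paper's fold. Leaving out 1 array took miR-875-3p from -29.4 to -15.2 (C1 replicate 20), miR-7b from 2.66 to 9.43 and miR-345-3p from -4.68 to -2.52 (C1 replicate 17), miR-486 to 13.5 (C1 replicate 18) and miR-133a from 4.92 to 8.45 (C1 replicate 19), each then differing from the paper's fold. It also took let-7e from 3.69 to 2.31 (V0 replicate 2) and 5.75 (C1 replicate 17), which stayed within the spread, and miR-29b, at 13.3 on all arrays, was at least 14.5-fold higher without C1 replicate 19, the only C1 array that detected it. With no normalization, where the median of all probes tested moved from -0.04 to 0.95, miR-199b* (15.3), miR-299, miR-302b, miR-335-5p, miR-466e-5p and miR-871 differed, with arrays centred on their median miR-299 (-1.66), miR-335-5p (-1.32) and miR-871 (-1.57), and on slide 2 alone let-7e (11.0), miR-486 (13.4), miR-29b, miR-133a (1.91), miR-181a (1.30), miR-345-3p (-1.49), miR-466e-5p (-1.30) and miR-871 (-1.43). The C1 array on slide 2 did not detect miR-7b, so no fold is given for it there.

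The paper states in its legend that every charted miRNA changed significantly. Of the 24 probes for these miRNAs, 19 were tested and 2 passed, miR-22 and miR-24-2*.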

Other observations

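The tests of other cell types and the list tests between V0 and V1 were chosen after the values were seen.

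The muscle list and the fibroblast and stroma list were higher in V0 than in V1, although 0 of 356 probes passed singly in limma (13 at an unadjusted p under 0.05). By camera with a preset correlation, the muscle list rose (4 probes tested, mean log2 difference 1.35, adjusted p = 0.00056, and adjusted p = 0.0274 with an estimated correlation; 1 passed when adjusted over the list alone), as did the fibroblast and stroma list (8 probes, 6 higher and 2 lower, mean 1.06, adjusted p = 0.00056, and adjusted p = 0.0103 with an estimated correlation; 0 when adjusted over the list alone). miR-133a, a miRNA of striated muscle, differed by 2.63 (SE 0.79), miR-143 by 1.17 (SE 0.98), miR-125b-5p by 1.97 (SE 0.95) and miR-100 by 1.72 (SE 0.82), and the 2 lower members of the stroma list were miR-10b with -0.83 (SE 1.18) and miR-152 with -0.0582 (SE 1.20), each at a limma adjusted p of at least 0.518. With no detection filter the mean was 0.79 over the 6 muscle probes and 0.91 over the 10 stroma probes on the array. miR-199b*, the stroma member with the smallest p (difference 2.08), was added to that list after the data were seen, and the list was not tested without it. The muscle list was not tested without miR-133a, and its members miR-143 and miR-145 together differed by 0.79 (SE 0.79). The study charted miR-199b* and miR-133a on these V0 arrays, so the calls of the 2 lists are not independent evidence. With the preset correlation both calls held under every alternative run. With an estimated correlation both were lost with no normalization (adjusted p = 0.255 for each), on slide 2 alone (0.418 for muscle and 0.276 for stroma) and without V0 replicate 2 (0.0827 and 0.0629), 3 (0.132 for each) or 4 (0.0842 for each). The muscle call was also lost with slide as a fixed block (0.0762, stroma 0.0223), with no filter (0.127), with detection on at least 1 array (0.137) and without V1 replicate 5 (0.0701), 7 (0.0506) or 8 (0.05003). The charted higher list rose as well (adjusted p = 0.000974, and adjusted p = 0.113 with an estimated correlation), but the study chose it on these V0 arrays, so its rise is not independent evidence. The other 14 lists tested did not pass, among them leukocyte (0.938), let-7 (0.938) and Dlk1-Dio3 (0.143).

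Between V0 and C1, camera with the preset correlation also called families without a single member past the threshold. The miR-200 family, an epithelial family, rose (5 of 5 probes higher, median log2 difference 1.78, adjusted p = 0.0421, and adjusted p = 0.356 with an estimated correlation), with 0 members when adjusted over the list alone. The miR-29 family (median 1.83, 1 over the list alone) and the miR-23/27/24 clusters (median 1.36, 0 over the list alone) had the same adjusted p-values, and muscle (median 1.84, 3 over the list alone) and fibroblast and stroma (median 2.16, 3 over the list alone) had 0.0241, and adjusted p = 0.186 and adjusted p = 0.107 with an estimated correlation. The X-linked miR-465 to miR-883 cluster fell (8 of 8 lower, median -0.89, adjusted p = 0.0241, and adjusted p = 0.356 with an estimated correlation; 2 over the list alone), and it holds miR-871 and miR-883b-3p of the chart. Of the lists that rose, miR-29 holds miR-29b, muscle holds miR-133a and stroma holds miR-199b*, all of the chart. The study chose all charted members on these arrays, so the calls of lists that hold them, the cluster included, are not independent evidence. Apart from the charted lists, only the cluster kept its call with slide as a fixed block, a fit that sets C1 replicate 20 aside. With the number of detected probes as a covariate, chosen after the data were seen, the calls of the cluster (mean -0.21, adjusted p = 0.347), miR-200 (mean from 1.50 to 0.69, 0.393), miR-29 (2.30 to 0.83, 0.39), miR-23/27/24 (1.44 to 0.25, 0.772) and muscle (1.65 to 1.29, 0.0502) were lost, and the stroma list had a mean of 1.32 (0.00485). With detection on all arrays the cluster (0.0687) and stroma (0.129) calls were lost, with arrays centred on their median those of miR-200 (0.161), miR-23/27/24 (0.161) and miR-29 (0.0516), and with neqc these 3 (0.0535, 0.0569 and 0.0569) and muscle (0.0535). Without C1 replicate 20 the mean of the miR-200 family went from 1.50 to 0.67 (adjusted p = 0.233), that of miR-23/27/24 from 1.44 to 0.66 (0.186) and that of miR-29 from 2.30 to 1.75 (0.0783). The miR-200 call was also lost without V0 replicate 1 (0.16), 3 (0.0515) or 4 (0.0549), the miR-29 call without V0 replicate 1 (0.0814), 3 (0.0555) or 4 (0.0865) or C1 replicate 17 (0.0618) or 18 (0.0892), the miR-23/27/24 call without V0 replicate 1 (0.0738), 2 (0.0542), 3 (0.0555) or 4 (0.0865) or C1 replicate 17 (0.0618), and the muscle call without V0 replicate 1 (0.0738). With no normalization and on slide 2 alone all 6 calls were lost; with no normalization the mean of the cluster was 0.42, below the median of 0.95 of all probes tested, and camera still gave its direction as down (adjusted p = 0.634).

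The lists below the threshold were let-7 (9 probes, median 0.96, adjusted p = 0.056), miR-30 (3, 1.72, 0.0566), pluripotency (6, -0.74, 0.114), Dlk1-Dio3 (17, -0.49, 0.148), leukocyte (6, 1.26, 0.156), secretory (3, 0.57, 0.208), miR-17~92 (11, 0.01, 0.434), the list of miR-192, miR-194 and miR-215 (3, 0.23, 0.476) and Sfmbt2 (19, median -0.17 and mean 0.01, 0.994). Over the list alone, 1 member passed in miR-30 and 1 in Sfmbt2, and 0 in the others. The miR-181, erythroid, endothelial and neuronal lists had 2 probes tested and no camera test, with medians of 1.83, 2.47, 1.00 and 0.18, and 0, 2, 0 and 0 members over the list alone.

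miR-486, miR-133a and miR-199b*, all charted by the study, had a higher mean in V0 than in V1, by 2.58, 2.63 and 2.08. Without V1 replicate 7, an alternative added later, miR-199b* was the only miRNA to pass between V0 and V1, so its value depends on that array. The other stromal markers detected on all V0 and V1 arrays (miR-199a-5p, miR-199a-3p with miR-199b, miR-214 and miR-125b-5p) were higher in V0 by 1.40 (SE 0.31). Probes of the miR-199 family are among them, 1 of them for miR-199b, the other strand of miR-199b*. They are therefore not separate from miR-199b*, and the value does not decide whether stromal RNA in V0, a candidate source, explains its rise. The other probes of that list, miR-100, miR-10b and miR-152 (above), were not detected on all these arrays and did not enter. For red blood cells the only other marker, miR-451, differed by 1.15 (SE 0.94), and for muscle the others, miR-143 and miR-145, by 0.79 (SE 0.79), too wide to decide, so a rise in epithelium and RNA from these cells cannot be told apart there. No sort or gate is stated for the fractions.

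For the comparisons with C1, other splits of the arrays gave counts as large, so chance is not excluded for these counts. For V0 against C1 (2 called), 5 of 35 splits gave as many and the highest other gave 11, with V0 replicate 1 beside C1 replicates 17, 18 and 20. For V1 (2 called) it was 2 of 35 and at most 4 elsewhere, for V2 (2 called) 4 of 35 and 6. For V3 (1 called) it was 8 of 35, and the split that exchanges V3 replicate 16 with C1 replicate 19 gave 86, which points to a structure of the samples. Where 0 were called every split gives as many, so the splits decide nothing there: 35 of 35 for V0 against V1, where the split by slide gave 2 and the fit with slide as a block gave 0, and 100 of 100 drawn orders of the axis steps for the trend, with at most 76.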
